A study of Mus musculus with 45 samples. Its data were reported in "Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage" (2025).

How the data were processed

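RNA sequencing was carried out on a mouse trophoblast stem cell (TSC) line in which the endogenous Eomes protein carries a degradation tag. Trophoblast stem cells are the cultured counterpart of the early placental progenitors, and Eomes is a T-box transcription factor that they need for self-renewal. The small molecule dTAG-13 recruits a ubiquitin ligase to the tagged protein and so removes it from the cell. BRM014, called BRGi here, inhibits the ATPase of both Brg1 (encoded by Smarca4) and Brm (encoded by Smarca2), the alternative motors of the BAF chromatin remodelling complexes. Cells were grown on Matrigel in a defined medium and received 200 nM dTAG-13, 10 µM BRGi or the solvent DMSO. The 45 libraries fall into 15 groups of 3 by their labels: untreated cells, DMSO and BRGi at 1 h, and DMSO, BRGi and dTAG-13 at 6, 12, 24 and 48 h. The study states in general that its experiments used independent biological samples, and the labels do not say how the 3 libraries of a group were grown. The p-values measure the spread between libraries of the same group, which the main model pools over all 15 groups.

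The authors isolated total RNA, depleted ribosomal RNA without selecting polyadenylated transcripts, and made strand-marked paired-end libraries. They aligned the reads with STAR to the mm10 (GRCm38) genome, kept uniquely aligned reads and counted them per gene with the RNA-seq quantitation of SeqMonk. The deposited values are raw counts per gene for each library, with no normalization, and 35373 genes are listed in each file. The STAR version, the gene annotation release and the strand setting of the count are not given in the sources used here. Reads of overlapping genes can therefore be shared between them, and reads that align to several near-identical copies were dropped by the uniqueness filter, which lowers the counts of recent paralogues. Gene identifiers and coordinates are those in the deposited tables (mm10). Of the genes tested, 14896 were found by identifier in the GENCODE vM21 annotation and 14750 had the same start and end there, and 101 listed genes share 49 names. Exons of the named genes were compared with those of their neighbours in that annotation, and an overlap over 20% of the exon length is given beside the gene.

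Library totals ran from 7160293 to 25259657 counts with a median of 10642266. No pair of libraries of a group held identical values. Over genes with at least 20 reads in a pair, the chi-square statistic per gene lay between 1.28 and 12.2 in the 45 pairs of replicates, above the value of 1 that sampling noise alone gives, so every library was counted as a replicate. Correlations of log2 CPM (counts scaled to a common library total) between replicates were 0.988 to 0.995. No read was found for 12585 genes in any library.

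Genes with low counts were removed with the filterByExpr function of edgeR, which left 14908 genes and removed 20465. Libraries were scaled by TMM, and one quasi-likelihood model with a coefficient per group was fitted to all 45 libraries (edgeR 4.0.16, R 4.3.3), which leaves 30 residual degrees of freedom and gives all groups a shared estimate of the spread. The biological coefficient of variation was 3.84%. The model was read for 9 treatment comparisons against the DMSO group of the same hour, 5 comparisons of DMSO with untreated cells, 4 comparisons of dTAG-13 with BRGi, and the change of each treatment's effect between 6 and 48 h. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested, within each comparison). The standard error of a log2 fold change is its size divided by the square root of the F statistic, and its median was 0.094. The study's own differential tests used DESeq2 (1.42.0 here), which was run as an alternative.

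The genes to be named, 22 gene lists (366 genes) and the comparisons, list tests and alternatives were fixed before the data were examined, apart from the alternatives and tests said to have been added or chosen afterwards. Not every list call is given in the text. The named genes are a panel of 34 genes, given in each treatment comparison, and the 5 largest rises and 5 largest falls among called genes with an official name, a mean of at least 1 CPM over the 6 libraries and no overlap between treated and DMSO libraries. Chance alone separates 3 libraries from 3 in 10% of genes. Most panel genes are ones that the study names, many of them as changed in these libraries. The number of panel genes called and their directions are therefore not independent evidence. From each gene list, the called members with the smallest adjusted p are named. The lists cover TSC maintenance, early differentiation, the spongiotrophoblast, giant cell and labyrinth fates, the basement membrane, integrins, the actin cytoskeleton, cell junctions and keratins, matrix proteases, FGF and ERK targets, TGF-beta and BMP targets, the cell cycle, p53 and stress, BAF subunits, sterol synthesis, hypoxia and glycolysis, imprinted growth genes, and markers of pluripotent, primitive endoderm, fibroblast and mesoderm cells. The lists on maintenance, early differentiation and the basement membrane include genes that the study chose from these libraries, so their direction is not independent evidence. Such genes are also in the actin (Actb, Actg1), junction (Cdh1), giant cell (Hand1) and TGF-beta and BMP (Id2) lists. Lists were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over all 198 list tests of the treatment comparisons (110 for DMSO against untreated), and again with a correlation estimated from the data. Beside the number of members called over all genes stands the number called when p is adjusted over the list alone.

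Principal components were computed from log2 CPM of the 500 most variable genes. dTAG-13 and BRGi share the DMSO libraries of an hour. For their overlap, 20 simulations per hour drew the DMSO and both treated groups alike from the fitted DMSO means, with noise independent between genes. The simulated treatments shared the simulated DMSO libraries. A fold against a group with no read was computed against a floor of 3 reads over the group, and a ratio resting on 1 to 3 reads carries an exact binomial 95% interval. Floors and intervals cover counting error only, since the reads carry no molecular identifiers. Without spike-in RNA the counts show a gene's share of the measured RNA, not a change in the total amount of RNA per cell.

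The gene tests were run on simulated counts with 200 changed genes, and the list test on a list of 20 raised genes beside 50 unchanged lists. For dTAG-13 against DMSO at 48 h, the test over 14908 genes recovered 46% of the genes changed 1.25-fold, 86% of those changed 1.5-fold and 94% of those changed 4-fold, with 5 false calls. The alternatives were DESeq2 size factors, scaling by total counts, no low-count filter, a minimum mean of 1 CPM, a fit of the compared libraries alone, DESeq2 on those libraries or on all 45, a block for the replicate number, an adjusted p under 0.01, a test against a 1.5-fold change (glmTreat), other gene numbers for the principal components, overlaps at 1.5-fold or between different hours, and leaving out each library in turn. Thinning all libraries to the smallest total and reading the dTAG-13 12 h group without replicate 2 were added after the data were seen. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).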

Results

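Transcript abundance was measured in tagged-Eomes cells without treatment or with DMSO, dTAG-13 or BRGi, with 3 libraries in each of the 15 groups. The mean depth was 14.9 ± 4.29 M counts in untreated cells, and for DMSO 8.96 ± 2.03 at 1 h, 12.97 ± 0.678 at 6 h, 11.7 ± 1.52 at 12 h, 13.97 ± 6.12 at 24 h and 9.72 ± 0.481 at 48 h. With dTAG-13 it was 11.9 ± 0.33 at 6 h, 11.4 ± 4.73 at 12 h, 10.5 ± 1.51 at 24 h and 11.04 ± 2.45 M at 48 h. With BRGi it was 9.61 ± 3.41 at 1 h, 8.76 ± 1.17 at 6 h, 14.7 ± 9.2 at 12 h, 10.3 ± 0.985 at 24 h and 8.96 ± 2.15 M at 48 h. Below, levels are CPM as mean ± SD (n = 3), changes of single genes in parentheses are log2 fold changes, and adjusted p is from edgeR's quasi-likelihood test for genes and from camera for gene lists. A gene list called at the preset correlation was also called with an estimated one, unless an adjusted p with an estimated correlation is given beside it. Rhox6, Rhox9, Psg29 and Ceacam2 belong to families of near-identical genes, and Actb, Actg1, Krt8 and Krt18 have processed pseudogenes, so their counts are uncertain where reads fit more than 1 copy.

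**Figure D1:**
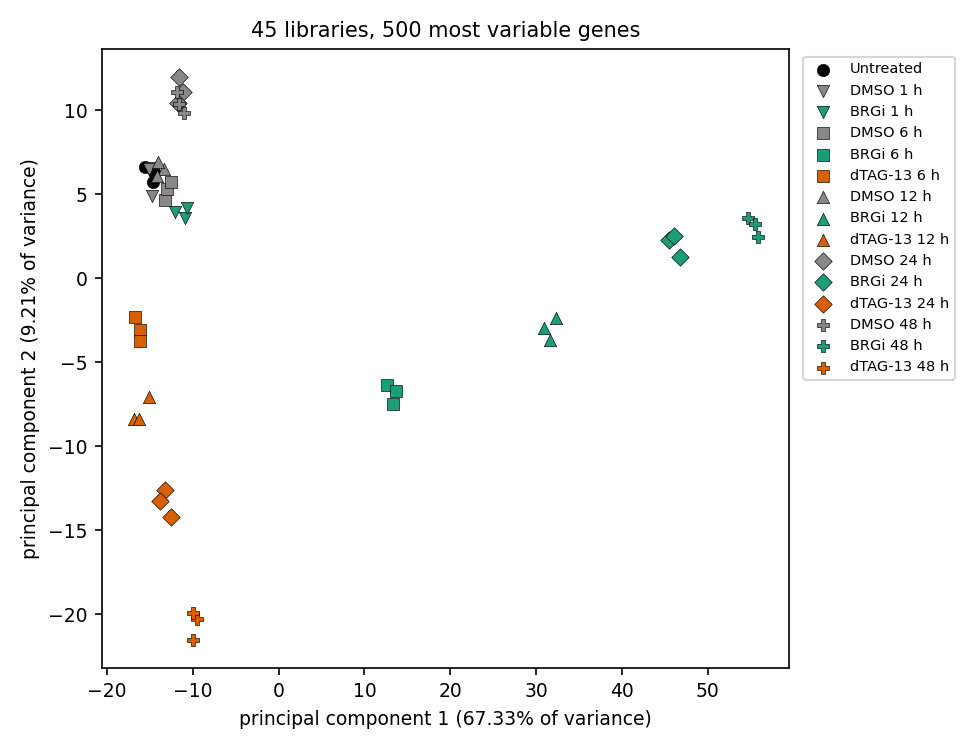
Principal component scores of the 45 libraries from log2 CPM of the 500 most variable genes, PC1 on the horizontal and PC2 on the vertical axis, with 1 point per library and the colour and marker giving its treatment and hour. BRGi libraries from 6 h onwards lie to the right along PC1 (67.3% of the variance). The dTAG-13 and BRGi libraries lie below the DMSO libraries of their hour along PC2 (9.21%).

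BRGi moved the libraries mainly along PC1, and both treatments lowered PC2. PC1 held 67.3% of the variance and followed BRGi, with group means of -11.22 ± 0.79 at 1 h, 13.22 ± 0.53 at 6 h, 31.65 ± 0.7 at 12 h, 46.1 ± 0.67 at 24 h and 55.31 ± 0.59 at 48 h, against -14.9 ± 0.57 in untreated cells. PC2 (9.21%) separated dTAG-13 from DMSO, at -3.01 ± 0.72 against 5.24 ± 0.53 at 6 h and at -20.58 ± 0.83 against 10.45 ± 0.61 at 48 h. BRGi also stood below DMSO along PC2, at -6.85 ± 0.58 at 6 h and 3.11 ± 0.57 at 48 h. Along PC3 (7.08%) the DMSO group at 48 h stood at 17.25 ± 0.93 and untreated cells at -4.12 ± 0.49. Replicate 2 of dTAG-13 at 12 h stood apart from its group in composition, with 0.844% mitochondrial counts against a mean of 1.41 ± 0.524% for the group, 0.412% small structural RNA and the lowest depth of all libraries.

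The Eomes transcript (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132) rose after dTAG-13. It stood at 808.4 ± 16.7 CPM at 6 h against 470.1 ± 19.1 with DMSO (log2 fold change 0.78 ± 0.041 SE, adjusted p = 6.68e-22), at 774 ± 21.9 against 436 ± 7.1 at 12 h, at 781 ± 10.2 against 479.6 ± 19.7 at 24 h and at 531 ± 10.3 against 349 ± 24.6 at 48 h (0.60, adjusted p = 2.79e-18). With BRGi it fell to 277.0 ± 10.2 CPM at 48 h (-0.34). All 3 treated libraries lay outside the range of the 3 DMSO libraries in each of these comparisons. The tag acts on the protein, so the transcript level does not measure the depletion. An antisense gene, Gm33460, overlaps Eomes, but its counts stayed under 1 CPM in each group. Smarca4, which encodes the Brg1 target of BRGi, rose with BRGi from 6 h onwards, by 0.35 on the log2 scale at 6 h and 0.45 at 48 h. Smarca2 (Brm) was called in no comparison with DMSO.

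**Figure D2:**
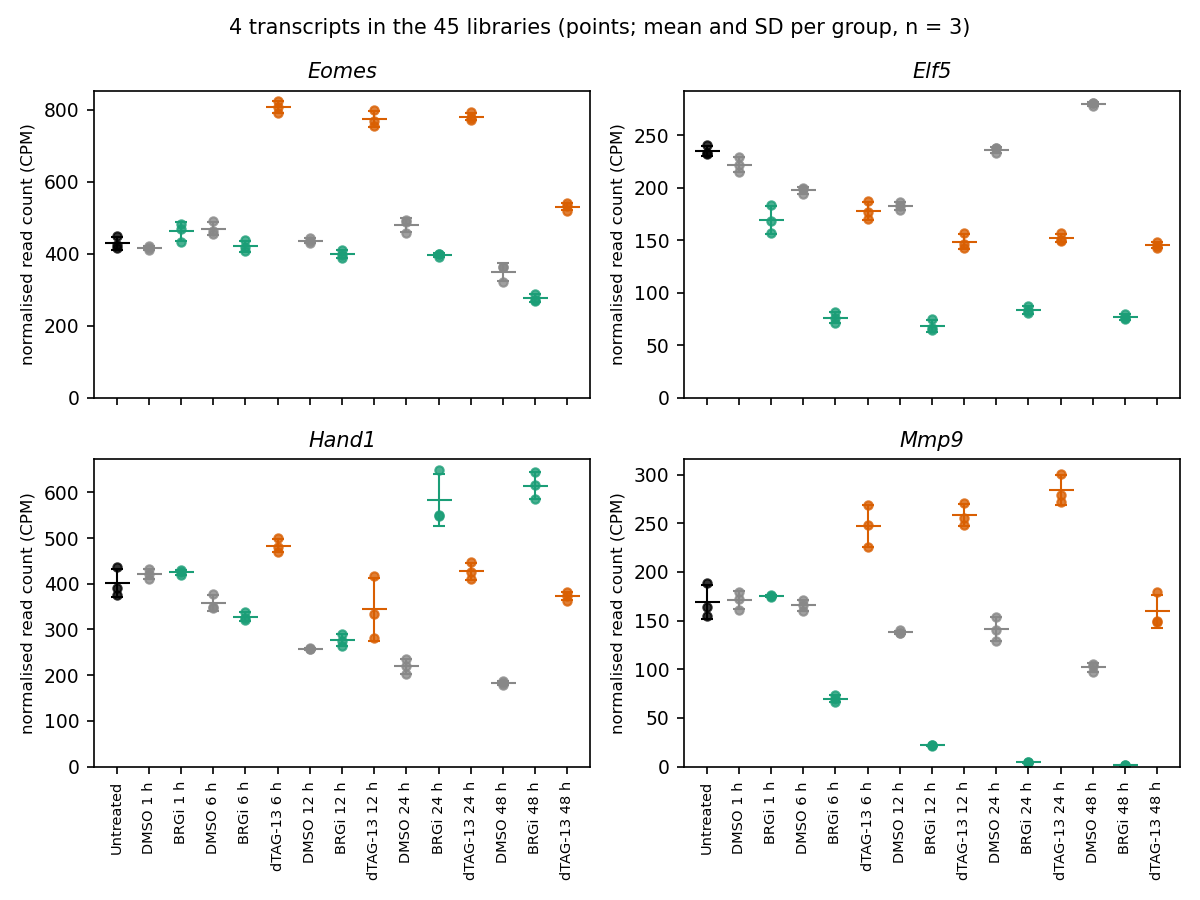
CPM of Eomes, Elf5, Hand1 and Mmp9 (vertical axes) in each library by group and hour (horizontal axis), with points for single libraries and a bar with error for the mean ± SD of 3. Eomes lies above DMSO with dTAG-13 and below it with BRGi at 48 h, while Mmp9 rises with dTAG-13 and falls with BRGi.

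**Figure D3:**
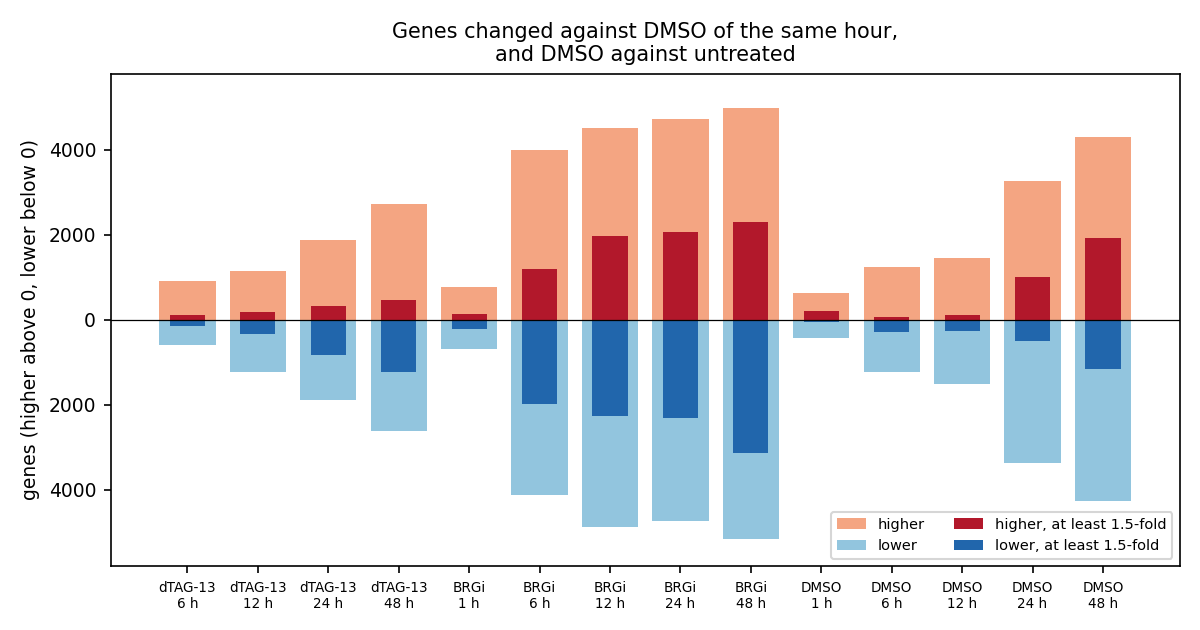
Number of genes higher (up) and lower (down) than the comparison group at an adjusted p under 0.05, with the part changed at least 1.5-fold shown darker. Counts grow from 1510 at 6 h to 5346 at 48 h with dTAG-13, and from 1450 at 1 h to 10154 at 48 h with BRGi.

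The earliest response to Eomes loss was taken from dTAG-13 against DMSO at 6 h. Serpinb8, a serine protease inhibitor (chromosome 1, 107590006 to 107610484), fell from 24.84 ± 1.482 to 7.19 ± 1.33 CPM, a 3.44-fold drop (adjusted p = 1.09e-20), and Lama3, the laminin alpha 3 chain of epithelial basement membranes, fell 3.45-fold from 8.999 ± 1.018 to 2.61 ± 0.12 CPM. Id3, an inhibitor of bHLH transcription factors (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755), rose 2.88-fold from 2.56 ± 0.0783 to 7.40 ± 0.78 CPM (adjusted p = 3.14e-09). The junction and keratin, integrin and matrix protease lists were called higher. The other largest rises were Ceacam2 (1.62), Panct2 (1.61), the neurexophilin Nxph3 (1.54) and Akain1 (1.33), and the other largest falls Dlk2 (-1.87), the homeobox gene Barhl2 (-1.72) and Lzts1 (-1.70).

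Genes that keep TSCs self-renewing moved both ways at 6 h. Of the panel, 14 genes rose, 11 fell and 9 were not called. Those that rose were Eomes, the trophoblast regulators Tfap2c (0.40), Gata3 (0.44) and Ets2 (0.30), Fgfr2 (0.13), the early differentiation genes Hand1 (0.43) and Cited2 (0.30), Klf6 (0.47), the cytoskeletal Actg1 (0.16), the matrix genes Lama1 (0.43), Lamb1 (0.22), Col4a1 (0.24) and Col7a1 (0.55), and the gelatinase Mmp9 (0.58). The falls, besides Lama3 and Serpinb8, were Elf5 (-0.15), Klf5 (-0.29), the FGF receptor Fgfr1 (-0.46), Pou3f1 (-0.40), Duox2 (-0.47), Zfpm1 (-0.36), Meis1 (-0.21), the E-cadherin gene Cdh1 (-0.11) and Col27a1 (-0.51). Not called were Sox2 (-0.14), Cdx2 (0.03), Esrrb (0.05), Id2 (-0.10), Nr0b1 (0.14), Cited1 (0.11), Actb (0.06), Smarca4 (-0.06) and Smarca2 (-0.05). Of the 24 maintenance genes 9 rose and 7 fell (9 and 9 adjusted over the list alone, adjusted p = 0.531).

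Among 25 junction and keratin genes 14 rose and 1 fell (16 and 1 adjusted over the list alone, adjusted p = 1.23e-10), with Cldn7 (0.49), the desmosome gene Dsp (0.32) and Krt8 (0.32) as examples of rises. Of 13 integrins 6 rose and 2 fell (the same numbers adjusted over the list alone, adjusted p = 3.21e-06), including the fibronectin receptor subunit Itga5 (0.59), Itga1 (0.70) and Itgav (0.32) upwards and Itga2 (-0.84) and Itga7 (-0.19) downwards, with a list mean of 0.02. Of 17 matrix proteases and inhibitors 7 rose and 0 fell (9 and 1 adjusted over the list alone, adjusted p = 4.44e-07), led by the plasminogen activator inhibitor Serpine1 (0.54), Mmp9 and Plaur (0.46). Of 18 sterol synthesis genes 9 rose and 0 fell (11 and 0 adjusted over the list alone, adjusted p = 3.99e-06, adjusted p = 0.236 with an estimated correlation). Of 13 early differentiation genes 5 rose and 1 fell (the same numbers adjusted over the list alone, adjusted p = 0.0155, adjusted p = 0.166 with an estimated correlation), and of 9 giant cell genes 2 rose and 0 fell (the same numbers adjusted over the list alone, adjusted p = 0.0072, adjusted p = 0.0827 with an estimated correlation). Of 5 pluripotency genes, markers of another cell type, 0 rose and 2 fell (0 and 3 adjusted over the list alone, adjusted p = 0.031, adjusted p = 0.0569 with an estimated correlation), namely Zfp42 (-0.37) and Dppa4 (-0.22), a call lost without dTAG-13 replicate 3 (0.0534). The early differentiation list had a median of 0.10 and a mean of -0.06, with Bhlhe40 (0.80) upwards and Msx2 (-0.50) downwards. In all, 906 genes rose and 604 fell, 121 and 150 of them at least 1.5-fold. Single alternatives ended the calls of Fgfr2, Elf5, Cdh1, Col27a1 and Meis1, whose highest adjusted p was 0.141, 0.177, 0.163, 0.533 and 0.199. Leaving out 1 library did so for Fgfr2 (any of the 6), Cdh1 (any but dTAG-13 replicate 3), Elf5 (DMSO replicates 1 or 2, dTAG-13 replicates 1 or 3), Col27a1 (DMSO replicate 1, dTAG-13 replicates 2 or 3) and Meis1 (dTAG-13 replicate 1).

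By 12 h of dTAG-13 the falls had deepened. Barhl2 fell 17.1-fold, and Wnt6, a secreted Wnt ligand, fell 9.83-fold from 6.38 ± 1.05 to 0.63 ± 0.0616 CPM (adjusted p = 5.98e-15), followed by Cwh43 (-3.19), the receptor Gpr35 (-3.10) and Nxph4 (-2.89). Id3 rose 4.93-fold from 1.52 ± 0.271 to 7.53 ± 0.305 CPM (adjusted p = 2.99e-13), ahead of Nxph3 (1.83), the muscle-type fructose bisphosphatase Fbp2 (1.75), Akain1 (1.60) and Kif26b (1.57). Of the panel, 11 genes rose, namely Eomes, Tfap2c (0.23), Gata3 (0.45), Ets2 (0.19), Hand1 (0.43), Klf6 (0.46), Actg1 (0.18), Lama1 (0.72), Lamb1 (0.32), Col4a1 (0.35) and Mmp9 (0.90). The 14 falls were Elf5 (-0.30), Sox2 (-0.39), Klf5 (-0.55), Id2 (-0.79), Fgfr1 (-0.76), Pou3f1 (-0.59), Duox2 (-0.88), Zfpm1 (-0.61), Meis1 (-0.24), Cdh1 (-0.19), Lama3 (-2.27), Col27a1 (-1.15), Serpinb8 (-2.75) and Smarca4 (-0.11). Not called were Cdx2 (0.01), Esrrb (0.03), Fgfr2 (-0.06), Nr0b1 (0.09), Cited1 (-0.13), Cited2 (0.12), Actb (-0.03), Col7a1 (0.30) and Smarca2 (0.03).

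Of the maintenance genes 5 rose and 10 fell (5 and 12 adjusted over the list alone, adjusted p = 6.24e-05, adjusted p = 0.0531 with an estimated correlation). Junction and keratin genes stayed high, and 11 rose and 2 fell (13 and 3 adjusted over the list alone, adjusted p = 8.23e-07), with Krt8 (0.52) and Dsp (0.51) upwards and Cldn6 (-0.37) downwards. Of the integrins 7 rose and 3 fell (8 and 4 adjusted over the list alone, adjusted p = 1.06e-06), led by Itga1 (1.05) and Itga5 (0.68), with a list mean of -0.01 against a test in the upward direction. Of the proteases 7 rose and 1 fell (the same numbers adjusted over the list alone, adjusted p = 0.000727), with Ctsl (0.42) (exons overlapped by an antisense gene) upwards and the membrane-type protease Mmp17 (-0.81) downwards. Of 7 primitive endoderm genes 0 rose and 4 fell (0 and 5 adjusted over the list alone, adjusted p = 0.00493), with Dab2 (-1.84), Gata4 (-0.94) and Foxa2 (-0.90). Of the pluripotency genes 0 rose and 3 fell (0 and 4 adjusted over the list alone, adjusted p = 0.0067). The totals were 1154 genes higher and 1229 lower, 184 and 342 of them at least 1.5-fold. Fitted on the 6 libraries alone they were 649 and 737, and 502 and 542 with DESeq2 on those libraries, which also ended the calls of Hand1 (adjusted p = 0.102) and Meis1 (0.0634). The call of Smarca4 was lost under several alternatives (highest adjusted p = 0.377), among them leaving out DMSO replicates 1 or 3 or dTAG-13 replicates 1 or 3.

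At 24 h of dTAG-13 the maintenance list was called lower and the junction and actin lists higher. Fbp2 rose 9.29-fold from 0.82 ± 0.142 to 7.86 ± 0.924 CPM (ENSMUSG00000021456, chromosome 13, 62836877 to 62858422, adjusted p = 1.44e-15), ahead of the lipase Pnpla1 (2.71), Id3 (2.55), the adhesion molecule Esam (2.11) and Snx22 (1.82), whose exons an antisense gene overlaps. Wnt6 fell 28.7-fold from 9.56 ± 0.335 to 0.31 ± 0.187 CPM, the pepsinogen gene Pga5 23.5-fold and Sardh, a mitochondrial sarcosine dehydrogenase, 15-fold. Barhl2 and Gpr35 had 2 reads each in the dTAG-13 group, with ratios of 59.3 (95% interval 16.1 to 494) and 38.5 (10.4 to 322). Of the panel 15 genes rose, which were Eomes (0.70), Tfap2c (0.14), Gata3 (0.57), Ets2 (0.20), Hand1 (0.96), Cited1 (0.30), Cited2 (0.44), Klf6 (0.77), Actb (0.19), Actg1 (0.43), Lama1 (0.62), Lamb1 (0.34), Col4a1 (0.82), Col7a1 (0.38) and Mmp9 (1). The 17 falls were Elf5 (-0.63), Sox2 (-0.61), Cdx2 (-0.21), Esrrb (-0.10), Klf5 (-0.60), Id2 (-0.41), Fgfr1 (-1.01), Pou3f1 (-0.55), Duox2 (-1.65), the nuclear receptor Nr0b1 (-0.70), Zfpm1 (-0.58), Meis1 (-0.29), Cdh1 (-0.28), Lama3 (-2.83), Col27a1 (-1.65), Serpinb8 (-2.93) and Smarca4 (-0.12). Not called were Fgfr2 (0.01) and Smarca2 (-0.05).

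In the maintenance list 6 rose and 14 fell (the same numbers adjusted over the list alone, adjusted p = 3.49e-08), with Fgfr1, Duox2 and Satb1 (-0.85) among the falls. Most called genes of this list were higher in DMSO at 24 h than in untreated cells, as given under other observations. Part of the falls can therefore come from the shared DMSO libraries. Of the early differentiation genes 7 rose and 2 fell (7 and 3 adjusted over the list alone, adjusted p = 2.76e-05). Among them were Bhlhe40 (1.012) and Krt7 (0.82). Junction and keratin genes gave 17 higher and 2 lower (18 and 3 adjusted over the list alone, adjusted p = 3.22e-15). Among them were Dsp (0.94) and Krt8 (1.07). Of 20 actin genes 13 rose and 3 fell (13 and 4 adjusted over the list alone, adjusted p = 4.29e-09), including the focal adhesion gene Zyx (1.13) and the actin crosslinker Flna (0.63), against Ezr (-0.55). Of the integrins 8 rose and 4 fell (8 and 5 adjusted over the list alone, adjusted p = 1.82e-07), including Itga5 (0.86), the laminin receptor subunit Itga6 (0.73) and Itgav (0.70), with a mean near 0 (-0.005). Of the proteases 9 rose and 2 fell (9 and 3 adjusted over the list alone, adjusted p = 4.83e-05), again led by Serpine1 (0.95). Of 17 hypoxia and glycolysis genes 1 rose and 9 fell (the same numbers adjusted over the list alone, adjusted p = 0.000631), with Vegfa (-0.84), Ndrg1 (-0.88) and the hexokinase Hk2 (-0.47). In all 1884 genes rose and 1878 fell, 314 and 837 of them at least 1.5-fold. Calls that single alternatives ended were those of Tfap2c (highest adjusted p = 0.121), Esrrb (0.127), Cited1 (0.124), Col7a1 (0.129) and Smarca4 (0.0706), each among others by leaving out dTAG-13 replicate 1. Other single libraries that ended one were DMSO replicates 1 (Tfap2c, Esrrb), 2 (Tfap2c, Esrrb, Cited1, Col7a1) and 3 (Tfap2c) and dTAG-13 replicates 2 (Col7a1) and 3 (Esrrb, Cited1).

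After 48 h without Eomes, 2719 genes were higher and 2627 lower than in DMSO, 475 and 1228 of them at least 1.5-fold. DESeq2 on the compared groups alone gave 1640 higher and 1939 lower. Anxa1, a phospholipid-binding protein of migrating cells, rose 4.96-fold from 4.28 ± 0.994 to 21.3 ± 0.631 CPM (adjusted p = 1.46e-20), with Fbp2 8.83-fold, the guidance ligand Sema3c (2.21), Cavin3 (2.12) (antisense overlap) and Emp1 (2.11). Pga5 had no read in the dTAG-13 group against 10.1 ± 1.38 CPM in DMSO, a fall of at least 113-fold, and likewise Barhl2 fell at least 45.9-fold and Gpr35 at least 24.7-fold. Sardh and the dynein gene Dnah14 had 1 read each, for ratios of 94.5 (16.5 to 3780) and 75.1 (13 to 3010). Elf5, an Ets factor, fell from 279.9 ± 1.98 to 145 ± 3.09 CPM (-0.95). Of the panel 13 genes rose, namely Eomes, Gata3 (0.67), Hand1 (1.03), Cited1 (0.51), Cited2 (0.42), Klf6 (0.63), Actb (0.31), Actg1 (0.43), Lama1 (0.74), Lamb1 (0.28), Col4a1 (0.89), Col7a1 (0.43) and Mmp9 (0.64). The 17 falls were Tfap2c (-0.13), Elf5, Sox2 (-0.98), Cdx2 (-0.42), Esrrb (-0.12), Klf5 (-0.43), Id2 (-0.62), Fgfr1 (-1.18), Pou3f1 (-1.05), Duox2 (-2.16), Nr0b1 (-1.61), Zfpm1 (-0.55), Meis1 (-0.24), Cdh1 (-0.31), Lama3 (-3.71), Col27a1 (-2.62) and Serpinb8 (-2.42). Not called were Ets2 (-0.02), Fgfr2 (-0.01), Smarca4 (0.05) and Smarca2 (-0.02).

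Of the maintenance genes 5 rose and 16 fell (the same numbers adjusted over the list alone, adjusted p = 1.94e-14). Of the early differentiation genes 7 rose and 1 fell (the same numbers adjusted over the list alone, adjusted p = 3.71e-05), with Krt7 (1.09), Bhlhe40 (1.21) and Hand1 upwards and Dlx3 (-0.58) downwards. Of the junction and keratin genes 17 rose and 4 fell (the same numbers adjusted over the list alone, adjusted p = 7.21e-12), with Dsp (1.10) and Krt8 (1.16). Of the actin genes 14 rose and 2 fell (15 and 2 adjusted over the list alone, adjusted p = 5e-11), with Zyx (1.09), Flna (0.94) and the tropomyosin Tpm1 (0.71). Of 18 basement membrane genes 11 rose and 3 fell (the same numbers adjusted over the list alone, adjusted p = 0.00336, adjusted p = 0.143 with an estimated correlation), with fibronectin Fn1 (1.32) and Col4a2 (0.81) upwards and, besides Lama3 and Col27a1, the nidogen Nid2 (-0.46) downwards. Of the integrins 6 rose and 3 fell (the same numbers adjusted over the list alone, adjusted p = 5.66e-05), with Itga5 (1.006) and Itga6 (0.98) against Itga9 (-1.47) and the collagen receptor subunit Itga2 (-2.35), so that the mean was -0.13 although the test pointed upwards. Of the proteases 11 rose and 4 fell (the same numbers adjusted over the list alone, adjusted p = 0.0014, adjusted p = 0.0505 with an estimated correlation). Of the hypoxia and glycolysis genes 0 rose and 14 fell (1 and 14 adjusted over the list alone, adjusted p = 2.57e-11), including Ndrg1 (-1.23), Ldha (-0.90) and Vegfa (-0.77). Of 16 imprinted growth genes 5 rose and 9 fell (the same numbers adjusted over the list alone, adjusted p = 5.98e-05), including the noncoding RNA Meg3 (-2.32) and the growth inhibitor Cdkn1c (-0.85) (antisense overlap). The hypoxia, imprinted, actin and junction lists moved the opposite way between untreated cells and DMSO at 48 h, as set out below. The FGF and ERK list gave 5 higher and 7 lower (6 and 8 adjusted over the list alone, adjusted p = 0.00951, adjusted p = 0.236 with an estimated correlation), with the feedback inhibitors Spry4 (-1.23) and Spred1 (-1.26). Esrrb (highest adjusted p = 0.114), Col7a1 (0.101) and Tfap2c (0.0874) lost their calls without single libraries, which were DMSO replicates 1 (Esrrb, Tfap2c), 2 (Tfap2c) and 3 (Col7a1) and dTAG-13 replicates 1 (Tfap2c), 2 (all 3 genes) and 3 (Tfap2c). Other losses included those of Col7a1 with DESeq2 on the compared groups (0.123), Tfap2c after thinning (0.0615) and Esrrb without the low-count filter (0.0502).

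Across the dTAG-13 hours, which have separate DMSO groups, 1034 of the 1510 genes called at 6 h were called in the same direction at 48 h (68.5%), 108 in the opposite direction, and 272 would be called alike if the lists were independent. The last number treats all genes as equally easy to call, so it is likely too low. Of the 3762 genes called at 24 h, 2835 were called alike at 48 h (75.4%) and 18 oppositely. No dTAG-13 hour gave a call for the spongiotrophoblast list (adjusted p = 0.402 to 0.659), the labyrinth list (0.303 to 0.967), TGF-beta and BMP targets (0.186 to 0.674), the cell cycle (0.385 to 0.971), p53 and stress (0.103 to 0.87), BAF subunits (0.353 to 0.938) or the fibroblast and mesoderm markers.

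**Figure D4:**
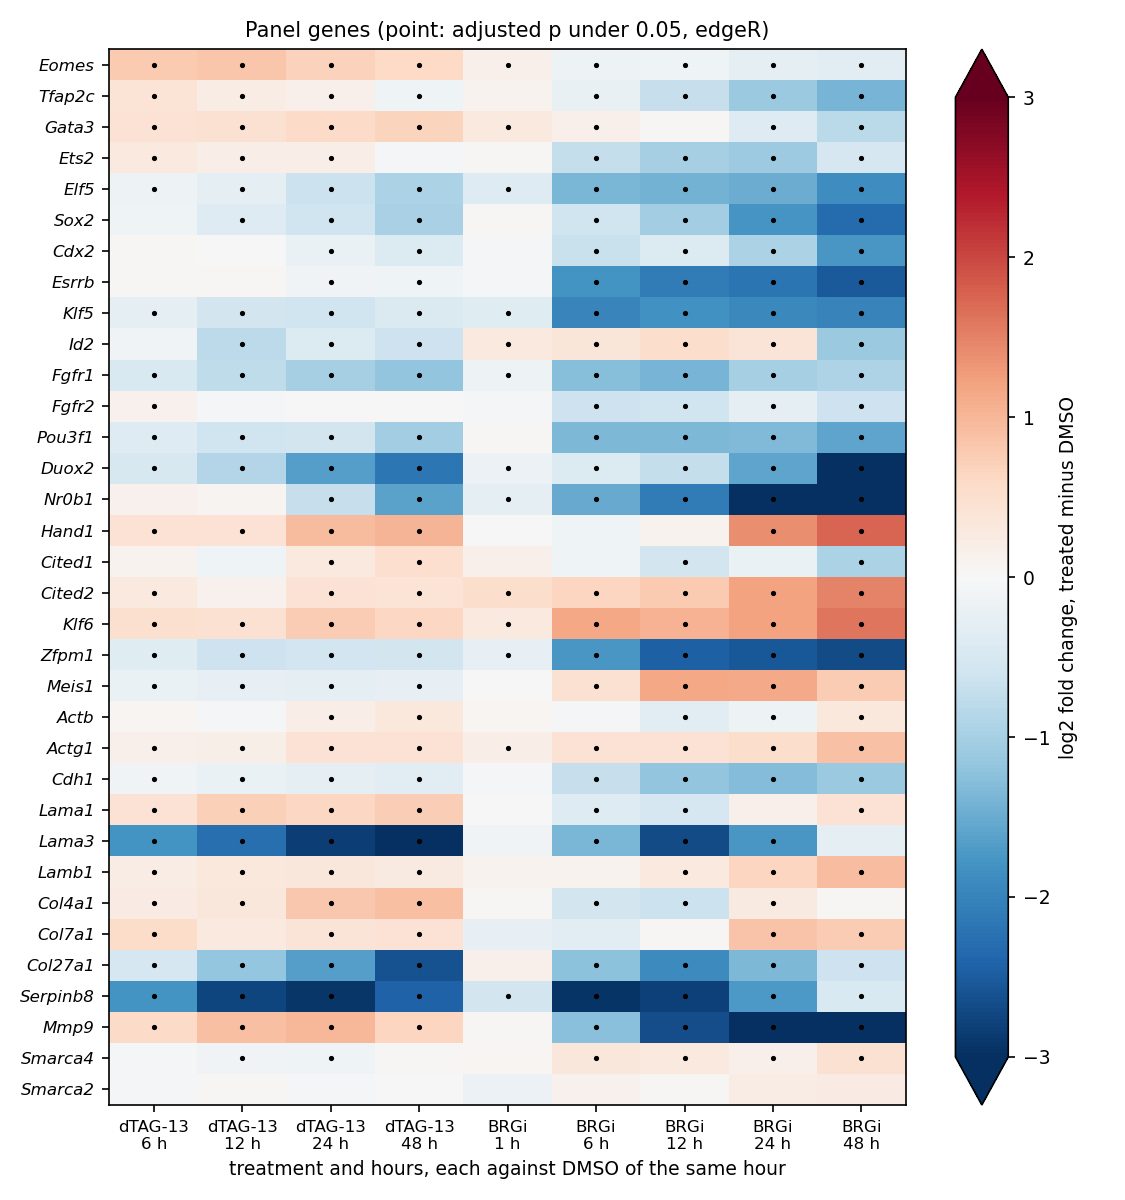
Log2 fold changes (colour, limited to 3 in either direction) of the 34 panel genes (vertical axis) in the 9 treatment comparisons (horizontal axis), with dots for an adjusted p under 0.05. Maintenance genes such as Elf5, Klf5 and Pou3f1 fall with both treatments at 48 h, whereas Mmp9 and Gata3 are higher with dTAG-13 and lower with BRGi at that hour.

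The shortest BRGi treatment lasted 1 h. Bhlhe40, a bHLH repressor (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925), rose 3.97-fold from 105 ± 3.25 to 415 ± 42.3 CPM (adjusted p = 1.16e-34), and the ERK phosphatase gene Dusp6 rose 3.97-fold from 85.3 ± 2.29 to 338 ± 35.9 CPM. Myc rose 3.80-fold from 64.8 ± 2.16 to 246.5 ± 19 CPM, with Prdm1 (2.03) and Rnf32 (1.60) next. Osgin1, an oxidative stress response gene, fell 4.2-fold from 17.9 ± 2.5 to 4.39 ± 0.464 CPM, with Rasl11b (-2.17), Il18rap (-1.97), the cytokine subunit Il23a (-1.72) and Azin2 (-1.69). Sterol synthesis genes rose together, and 16 rose and 0 fell (17 and 0 adjusted over the list alone, adjusted p = 1.53e-24). Among them were Sc5d (0.70), Cyp51 (0.49) and Insig1 (0.43). In DMSO at 1 h against untreated cells, each called gene of this list was lower, as were Dusp6 and Spry4. Those DMSO libraries enter both comparisons with opposite signs, so part of the rises of these genes can come from them. Of 17 FGF and ERK genes 6 rose and 4 fell (8 and 4 adjusted over the list alone, adjusted p = 1.62e-16), with the Sprouty gene Spry4 (1.20) among the rises and Ier3 (-1.06) and Fosl1 (-1) (antisense overlap) among the falls, so that the median was -0.09 and the mean 0.22. Of 16 TGF-beta and BMP targets 5 rose and 3 fell (the same numbers adjusted over the list alone, adjusted p = 0.000734), with Skil (0.85) and the inhibitory Smads Smad7 (0.42) and Smad6 (0.37) upwards and Id3 (-0.76) downwards, a median of 0.03 and a mean of -0.02. Of the early differentiation genes 2 rose and 0 fell (4 and 0 adjusted over the list alone, adjusted p = 1.08e-06). The giant cell list rested on Bhlhe40 as its only called member (adjusted p = 3.32e-05, median -0.11, mean 0.05).

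Most of the panel was not called at 1 h of BRGi. The 6 rises were Eomes (0.15), Gata3 (0.30), Id2 (0.30), Cited2 (0.52), Klf6 (0.29) and Actg1 (0.20), and the 7 falls Elf5 (-0.38), Klf5 (-0.35), Fgfr1 (-0.15), Duox2 (-0.18), Nr0b1 (-0.28), Zfpm1 (-0.24) and Serpinb8 (-0.55). Not called were Tfap2c (0.10), Ets2 (0.04), Sox2 (0.03), Cdx2 (-0.07), Esrrb (-0.06), Fgfr2 (-0.02), Pou3f1 (0.04), Hand1 (0.01), Cited1 (0.16), Meis1 (-0.01), Actb (0.07), Cdh1 (-0.04), Lama1 (-0.02), Lama3 (-0.12), Lamb1 (0.09), Col4a1 (0.04), Col7a1 (-0.24), Col27a1 (0.14), Mmp9 (0.03), Smarca4 (0.05) and Smarca2 (-0.18). In all 763 genes rose and 687 fell, 139 and 216 of them at least 1.5-fold. DESeq2 on the compared groups alone gave 427 higher and 281 lower. Scaled by total counts, 591 rose and 898 fell, 39.7% higher against 52.6%, and without BRGi 1 h replicate 2 the falls numbered 435. Of 62 histone genes of the replication-dependent clusters, a class chosen after the data were seen, 55 were higher with BRGi at 1 h, while 57 were lower in the DMSO 1 h control than in untreated cells, and the DMSO 1 h libraries enter both comparisons with opposite signs. Single alternatives ended the calls of Eomes (highest adjusted p = 0.13), Id2 (0.288), Fgfr1 (0.258), Duox2 (0.0793) and Nr0b1 (0.193). Leaving out 1 library did so for Eomes (DMSO replicates 1 or 2, BRGi replicates 2 or 3), Id2 (DMSO replicates 1 or 2, BRGi replicate 3), Fgfr1 and Nr0b1 (DMSO replicates 2 or 3, BRGi replicates 2 or 3) and Duox2 (DMSO replicates 1 or 3, BRGi replicate 2).

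At 6 h of BRGi more than 54% of the tested genes were called, 3989 higher and 4131 lower, 1200 and 1988 of them at least 1.5-fold. Nr4a3, an orphan nuclear receptor (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447), rose 18.2-fold from 0.683 ± 0.182 to 12.6 ± 0.55 CPM (adjusted p = 6.44e-23), and the neuroendocrine factor Insm1 rose 6.08-fold from 11.6 ± 1.28 to 70.4 ± 3.37 CPM, with Mapk8ip2 (2.84), Ccdc92b (2.65) and Lrrc10b (2.62). Wnt7a fell 33.0-fold, Ccnjl 17.3-fold and Sez6l 17.3-fold, and ratios from 2 and 3 reads were 25.5 (6.83 to 215) for Adora1 (antisense overlap) and 22.8 (7.6 to 113) for Bnc1. Of the panel 7 genes rose, which were Gata3 (0.15), Id2 (0.36), Cited2 (0.63), Klf6 (1.15), Meis1 (0.45), Actg1 (0.44) and Smarca4. The 21 falls were Eomes (-0.16), Tfap2c (-0.22), Ets2 (-0.72), Elf5 (-1.37), Sox2 (-0.61), Cdx2 (-0.67), the orphan receptor Esrrb (-1.80), Klf5 (-1.99), Fgfr1 (-1.29), Fgfr2 (-0.61), Pou3f1 (-1.34), Duox2 (-0.41), Nr0b1 (-1.51), Zfpm1 (-1.74), Cdh1 (-0.68), Lama1 (-0.39), Lama3 (-1.38), Col4a1 (-0.54), Col27a1 (-1.22), Serpinb8 (-2.94) and Mmp9 (-1.25). Not called were Hand1 (-0.13), Cited1 (-0.13), Actb (-0.06), Lamb1 (0.10), Col7a1 (-0.32) and Smarca2 (0.12).

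In the maintenance list 5 rose and 17 fell (the same numbers adjusted over the list alone, adjusted p = 7.21e-12), with the pluripotency regulator Zfp281 (0.80) among the rises. Of 11 spongiotrophoblast genes 1 rose and 8 fell (the same numbers adjusted over the list alone, adjusted p = 0.000128), with Gjb3 (-1.79) and Pcdh12 (-3.40) downwards and Prdm1 (1.99) upwards. Of 14 labyrinth genes 2 rose and 9 fell (the same numbers adjusted over the list alone, adjusted p = 0.000171), with Wnt7b (-1.72) and Ly6e (-1.07) downwards and Cebpb (0.79) (antisense overlap) upwards. Of the basement membrane genes 1 rose and 14 fell (2 and 15 adjusted over the list alone, adjusted p = 2.28e-06), with the laminin Lama5 (-1.20), Hspg2 (-1.07) and Sparc (-0.81). Of the junction and keratin genes 5 rose and 15 fell (the same numbers adjusted over the list alone, adjusted p = 5.98e-05), with Cldn6 (-1.32) and Krt7 (-1.06) downwards and Krt8 (0.36) upwards. Of the proteases 0 rose and 12 fell (the same numbers adjusted over the list alone, adjusted p = 4.95e-07), led by Serpine1 (-2.51) and Plaur (-1.22). Of 26 BAF subunits 14 rose and 2 fell (the same numbers adjusted over the list alone, adjusted p = 0.00158), with Bicral (1.18), Arid1b (0.87) and Arid2 (0.61) upwards. The call of Tfap2c was lost with DESeq2 on the 6 libraries (adjusted p = 0.0628), and that of Gata3 without BRGi 6 h replicate 1 (0.1).

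At 12 h of BRGi, 4527 genes were higher and 4870 lower, 1968 and 2257 of them at least 1.5-fold. Nr4a3 stood 53-fold higher at 29.4 ± 0.693 CPM, the endothelin receptor Ednrb 24.8-fold and Mapk8ip2 18.5-fold, and ratios from 1 and 3 reads were 79.8 (14 to 3180) for the collagen gene Col4a3 and 22 (7.26 to 109) for Lhfpl4. Wnt7a fell 47.3-fold, Xaf1 29.5-fold and the natriuretic peptide gene Nppb 27.9-fold, the endothelial receptor Robo4 fell at least 35.7-fold, and the ratio for the epithelial Ets factor Ehf was 129 (22.6 to 5150). Of the panel 7 genes rose, namely Id2 (0.52), Cited2 (0.79), Klf6 (1.05), Meis1 (1.15), Actg1 (0.43), Lamb1 (0.29) and Smarca4 (0.30). The 23 falls were Eomes (-0.13), Tfap2c (-0.69), Ets2 (-1.01), Elf5 (-1.42), Sox2 (-1.03), Cdx2 (-0.40), Esrrb (-2.10), Klf5 (-1.83), Fgfr1 (-1.38), Fgfr2 (-0.61), Pou3f1 (-1.35), Duox2 (-0.72), Nr0b1 (-2.09), Cited1 (-0.55), Zfpm1 (-2.45), Actb (-0.32), Cdh1 (-1.18), Lama1 (-0.51), Lama3 (-2.69), Col4a1 (-0.64), Col27a1 (-1.92), Serpinb8 (-2.79) and Mmp9 (-2.66). Not called were Gata3 (0.03), Hand1 (0.10), Col7a1 (0.04) and Smarca2 (0.03). Of 20 cell cycle genes 0 rose and 20 fell (the same numbers adjusted over the list alone, adjusted p = 3.3e-09), including the replication licensing genes Cdc6 (-1.43) and Mcm6 (-0.76) and the clamp Pcna (-0.75), and 55 of the 62 cluster histone genes were lower. Of the maintenance genes 4 rose and 16 fell (4 and 17 adjusted over the list alone, adjusted p = 1.23e-10), and of the spongiotrophoblast genes 1 rose and 9 fell (the same numbers adjusted over the list alone, adjusted p = 4.51e-05). Of the actin genes 3 rose and 17 fell (the same numbers adjusted over the list alone, adjusted p = 0.000797), with the crosslinker Actn1 (-1.40) and talin Tln1 (-0.80), and of the integrins 1 rose and 9 fell (the same numbers adjusted over the list alone, adjusted p = 5.98e-05). Of the basement membrane genes 2 rose and 13 fell (the same numbers adjusted over the list alone, adjusted p = 7.44e-06). Of the proteases 2 rose and 13 fell (the same numbers adjusted over the list alone, adjusted p = 3.19e-06), and of the junction and keratin genes 7 rose and 16 fell (8 and 16 adjusted over the list alone, adjusted p = 1.45e-07). The call of Eomes was lost with scaling by total counts (adjusted p = 0.0762) and without BRGi 12 h replicate 2 (0.0526).

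At 24 h of BRGi, 4735 genes were higher and 4733 lower, 2067 and 2315 of them at least 1.5-fold. Vim, the intermediate filament of mesenchymal cells (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826), rose 41.1-fold from 0.445 ± 0.0418 to 19 ± 0.933 CPM (adjusted p = 2.44e-30), and Nr4a3 and the netrin receptor Unc5c rose 41.5-fold and 37.1-fold. Ratios from 1 and 2 reads were 148 (26.1 to 5910) for Ankrd1, a target of YAP, and 59.6 (16 to 499) for Col4a3. Sardh fell at least 42.3-fold, the pregnancy-specific glycoprotein gene Psg29 at least 39-fold and Robo4 at least 30-fold, with ratios of 293 (52.3 to 11600) for the endothelial cadherin Cdh5 and 201 (35.8 to 7970) for Pga5. The 10 panel genes that rose were Id2 (0.38), Hand1 (1.41), Cited2 (1.21), Klf6 (1.21), Meis1 (1.14), Actg1 (0.53), Lamb1 (0.64), Col4a1 (0.27), Col7a1 (0.87) and Smarca4 (0.16). The 21 falls were Eomes (-0.28), Tfap2c (-1.12), Gata3 (-0.40), Ets2 (-1.09), Elf5 (-1.5), Sox2 (-1.77), Cdx2 (-0.95), Esrrb (-2.19), Klf5 (-1.94), Fgfr1 (-1), Fgfr2 (-0.26), Pou3f1 (-1.33), Duox2 (-1.58), Nr0b1 (-4.32), Zfpm1 (-2.55), Actb (-0.15), Cdh1 (-1.29), Lama3 (-1.76), Col27a1 (-1.35), Serpinb8 (-1.73) and Mmp9 (-5.02). Not called were Cited1 (-0.20), Lama1 (0.16) and Smarca2 (0.23). In the maintenance list 4 rose and 18 fell (the same numbers adjusted over the list alone, adjusted p = 1.89e-17). Among them was Sox21 (-2.11). Of the sterol synthesis genes 0 rose and 18 fell (the same numbers adjusted over the list alone, adjusted p = 1.23e-10, adjusted p = 0.0919 with an estimated correlation). Among them were Nsdhl (-1.83) and Dhcr24 (-1.12). Of the imprinted growth genes 1 rose and 11 fell (the same numbers adjusted over the list alone, adjusted p = 3.08e-05), with H19 (-1.91) and its neighbour Igf2 (-1.77) (same-strand overlap) downwards and Dlk1 (1.65) upwards. Of the BAF subunits 12 rose and 4 fell (the same numbers adjusted over the list alone, adjusted p = 0.00892).

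After 48 h of BRGi, 4997 genes were higher and 5157 lower, 2309 and 3128 of them at least 1.5-fold. Vim reached 67.1 ± 3.71 CPM against 3 reads in the DMSO group, a ratio of 661 (226 to 3210), and genes without a read in DMSO were the cornified envelope gene Scel (at least 179-fold higher), Ankrd1 (at least 152-fold), the junction gene Jam2 (at least 43.2-fold) and Shisa3 (at least 36-fold). Pga5 fell at least 91.7-fold, the placental gene Plac1 at least 63.9-fold, Cd200r2 at least 47.2-fold and Nt5c1a at least 40.4-fold, and the ratio for Gpnmb was 495 (137 to 4090). Elf5 fell to 77.1 ± 2.55 CPM (-1.86), against 279.9 ± 1.98 in DMSO. The 10 panel genes that rose were Hand1 (1.75), Cited2 (1.5), Klf6 (1.61), Meis1 (0.75), Actb (0.32), Actg1 (0.88), Lama1 (0.42), Lamb1 (0.93), Col7a1 (0.77) and Smarca4. The 21 falls were Eomes, Tfap2c (-1.39), Gata3 (-0.81), Ets2 (-0.51), Elf5, Sox2 (-2.32), Cdx2 (-1.75), Esrrb (-2.53), Klf5 (-2.01), Id2 (-1.12), Fgfr1 (-0.93), Fgfr2 (-0.62), Pou3f1 (-1.59), Duox2 (-3.11), Nr0b1 (-6.62), Cited1 (-0.95), Zfpm1 (-2.68), Cdh1 (-1.12), Col27a1 (-0.62), Serpinb8 (-0.45) and Mmp9 (-6.34). Not called were Lama3 (-0.26), Col4a1 (0.03) and Smarca2 (0.26).

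Of the maintenance genes 2 rose and 21 fell (the same numbers adjusted over the list alone, adjusted p = 1.36e-22), with Zfp281 (1.05) and Satb2 (0.52) as the rises. Of the spongiotrophoblast genes 3 rose and 8 fell (the same numbers adjusted over the list alone, adjusted p = 0.00673), with the X-linked homeobox genes Rhox6 (-4.19) and Rhox9 (-3.13) downwards and the VEGF receptor Flt1 (2.28) upwards. Of the imprinted growth genes 3 rose and 13 fell (the same numbers adjusted over the list alone, adjusted p = 1.65e-09), with H19 (-2.94), Igf2 (-2.07) and the amino acid transporter Slc38a4 (-1.98). Of the BAF subunits 19 rose and 1 fell (the same numbers adjusted over the list alone, adjusted p = 0.00015). Among them were Arid1b (1.37) and Smarcc2 (0.92). Of the primitive endoderm genes 4 rose and 1 fell (the same numbers adjusted over the list alone, adjusted p = 0.00637), with the endocytic adaptor Dab2 (5.51) and Sox7 (1.68) upwards and Gata4 (-0.91) downwards. Of the basement membrane genes 7 rose and 8 fell (the same numbers adjusted over the list alone, adjusted p = 0.0319, adjusted p = 0.27 with an estimated correlation), with Fn1 (2.51) against Sparc (-4.71) and Hspg2 (-1.80). That call was also lost without BRGi 48 h replicate 2 (0.0559). Of the actin genes 11 rose and 8 fell (the same numbers adjusted over the list alone, adjusted p = 0.00951, adjusted p = 0.128 with an estimated correlation). Among them were Zyx (1.58) and Vcl (1.04) (antisense overlap). No BRGi hour gave a call for p53 and stress (adjusted p = 0.0559 to 0.845), the pluripotency list (0.278 to 0.727) or the fibroblast and mesoderm markers. Of the 1450 genes called at 1 h, 1037 were called alike at 6 h (71.5%) and 91 oppositely, and at 48 h 774 alike (53.4%) and 340 oppositely.

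**Figure D5:**
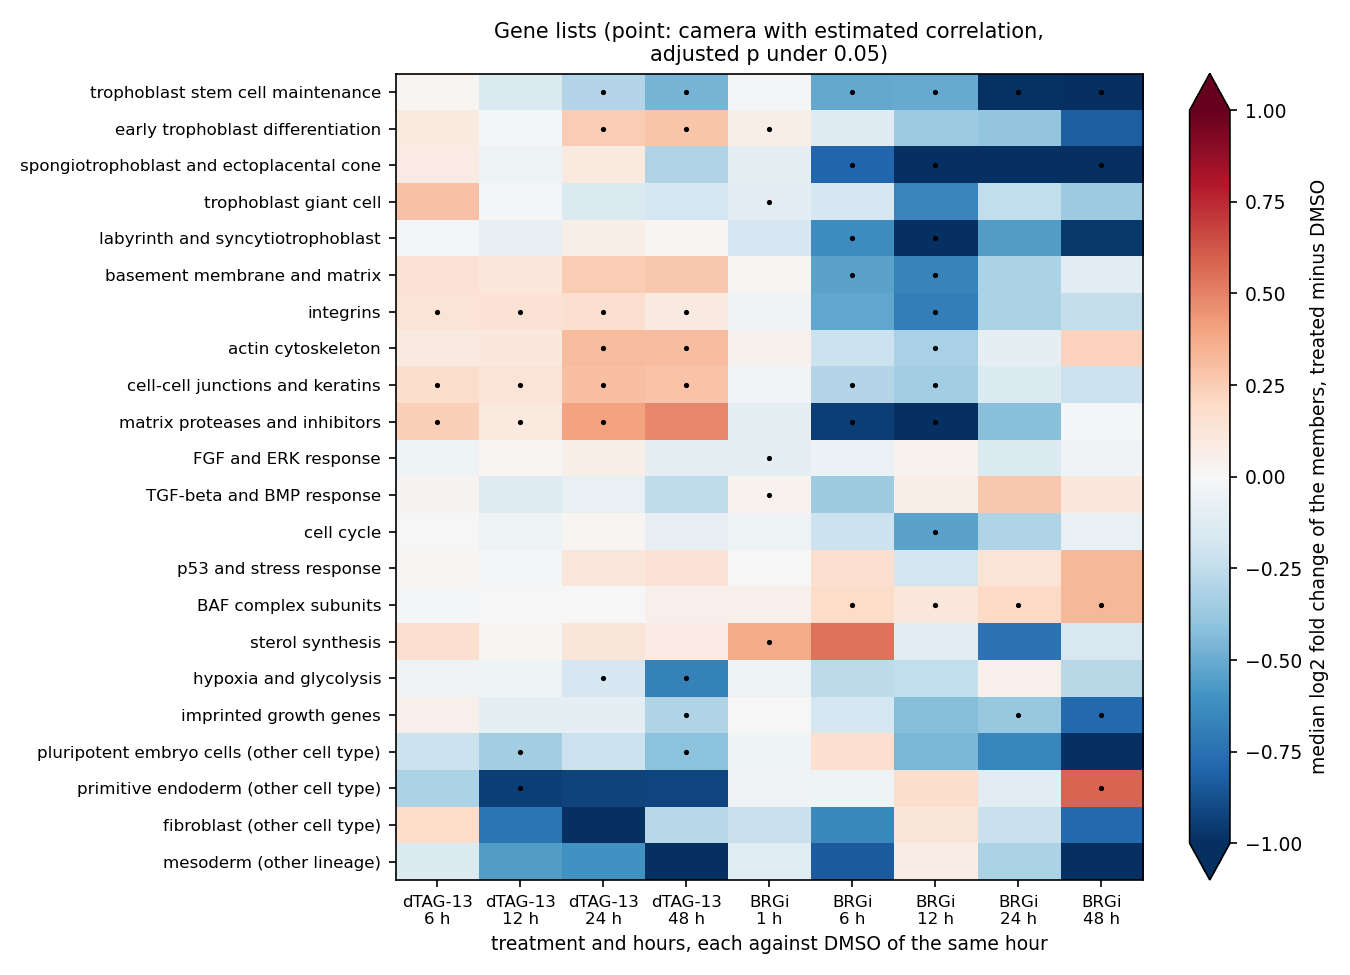
Median log2 fold change (colour, limited to 1 in either direction) of the 22 gene lists (vertical axis) in the 9 treatment comparisons (horizontal axis), with dots where the list was called with an estimated correlation. Junction and keratin genes are called higher at all 4 dTAG-13 hours and lower at 6 and 12 h of BRGi, and the maintenance list is called lower from 24 h of dTAG-13 and from 6 h of BRGi.

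Both treatments were set against the same DMSO group at each hour. Of the genes called with dTAG-13, 1209 of 1510 were also called with BRGi at 6 h (80.1%), 1891 of 2383 at 12 h (79.4%), 2891 of 3762 at 24 h (76.8%) and 4178 of 5346 at 48 h (78.2%). BRGi called 54.5%, 63.0%, 63.5% and 68.1% of all tested genes. Among the genes called in both, 47.7% moved in the same direction at 6 h, 54.7% at 12 h, 56.9% at 24 h and 66.7% at 48 h. Among the panel genes, Elf5, Klf5, Fgfr1, Pou3f1, Duox2, Zfpm1, Cdh1, Col27a1 and Serpinb8 fell with both treatments at all 4 hours. Klf6 and Actg1 rose with both at all 4. Eomes and Mmp9 rose with dTAG-13 and fell with BRGi at all 4, and Meis1 fell with dTAG-13 and rose with BRGi. At 48 h, 1288 genes were higher with both (911 if the calls were independent), 1497 lower with both (909), 836 higher with dTAG-13 and lower with BRGi (941) and 557 the reverse (881). At 6 h these were 236 (242), 341 (167), 503 (251) and 129 (162), at 12 h 348 (350), 687 (401), 581 (377) and 275 (373), and at 24 h 692 (598), 953 (596), 778 (598) and 468 (596). The independent numbers treat all genes as equally easy to call, a limit taken up below.

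Across genes, which are not independent replicates, the log2 fold changes of the treatments had a Pearson correlation of 0.13 at 6 h, 0.158 at 12 h, 0.0937 at 24 h and 0.249 at 48 h (Spearman 0.0924, 0.148, 0.105 and 0.247). Leaving out 1 library moved the Pearson value, and dropping the low-count filter raised it at each hour, both as given below. Unchanged groups simulated with shared simulated DMSO libraries gave correlations of 0.436, 0.516, 0.437 and 0.51, since the shared controls add the same noise to both. Of genes at an unadjusted p under 0.05 with one group, 15.7%, 20%, 16.4% and 18.9% also passed with the other, 99.8% to 99.9% of them with the same sign. The covariance, to which shared controls add the same amount with or without effects, was 0.0329, 0.0568, 0.047 and 0.202 against simulated values of 0.0289, 0.0306, 0.0211 and 0.0307. The 3 DMSO libraries of an hour were not divided between the treatments as a further check. Between hours with separate controls, 74.1% of genes called with dTAG-13 at 48 h were called with BRGi at 24 h and 57.2% of these had the same direction, with a correlation of 0.125. For dTAG-13 at 24 h and BRGi at 48 h the correlation was 0.0755. Of the genes changed at least 1.5-fold with dTAG-13, 58.7%, 64.3%, 60.7% and 65.1% from 6 to 48 h were also changed at least 1.5-fold with BRGi. Independent calls would give 21.4%, 28.3%, 29.4% and 36.5%. All independent numbers here treat every gene as equally easy to call, which does not hold. Predicted genes (Gm or Rik names), a class chosen after the data were seen, were called less often with both treatments. At 48 h, 5.13% of them were higher with dTAG-13 against 20.2% of other genes, and 21.1% against 35.4% with BRGi. Unrelated treatments can therefore also exceed these numbers, and the shared DMSO libraries can add to the overlap.

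Set directly against each other, dTAG-13 and BRGi differed in 8189 genes at 6 h (4075 higher with dTAG-13), 9378 at 12 h (4769), 9460 at 24 h (4649) and 10152 at 48 h (5102). At 6 h Eomes was higher with dTAG-13 than with BRGi by 0.94 on the log2 scale, and so were Elf5 by 1.22, Mmp9 by 1.83 and Esrrb by 1.85. Klf6 (-0.68) and Cited2 (-0.34) were lower and Duox2 (-0.06, adjusted p = 0.313) was not called. At 48 h Mmp9 was higher with dTAG-13 by 6.99, Nr0b1 by 5.01, Esrrb by 2.41 and Gata3 by 1.475. Lama3 (-3.45), Col27a1 (-2), Serpinb8 (-1.97), Cited2 (-1.08) and Hand1 (-0.72) were lower. Actb (-0.01, adjusted p = 0.789) was not called at 48 h.

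The DMSO series served the study as the control for rising cell density, and each DMSO group was set against untreated cells. The called sterol synthesis genes were lower at 1 and 6 h. There were 0 higher and 6 lower (0 and 15 adjusted over the list alone, adjusted p = 1.77e-09, adjusted p = 0.184 with an estimated correlation) at 1 h and 0 higher and 16 lower (the same numbers adjusted over the list alone, adjusted p = 6.7e-25) at 6 h. Insig1 (-0.61), the LDL receptor Ldlr (-0.40) and Cyp51 (-0.48) were lower at 6 h. By 48 h the hypoxia and glycolysis list gave 12 higher and 1 lower (the same numbers adjusted over the list alone, adjusted p = 7.36e-10), with Pdk1 (1.5), Ldha (0.97) and Bnip3 (2.21) (antisense overlap). The actin list gave 0 higher and 14 lower (the same numbers adjusted over the list alone, adjusted p = 1.42e-08), with Zyx (-1.30) and Tagln2 (-0.87), and the junction and keratin list gave 4 higher and 15 lower (4 and 16 adjusted over the list alone, adjusted p = 8.63e-05). Among them were Krt7 (-1.19) and Krt8 (-1.24). Hand1 (-1.14) and Bhlhe40 (-1.30) were lower and the GATA factor Gata2 (1.55) and Dlx3 (2.13) higher at 48 h. The DMSO libraries of an hour enter these comparisons and those of the treatments with opposite signs. Part of any mirrored change can therefore come from the shared libraries. Examples are the sterol list with BRGi at 1 h and the maintenance list with both treatments at 24 h. Others, with dTAG-13 at 48 h, are the hypoxia, actin and junction lists, Zyx, Krt7, Krt8, Hand1 and Bhlhe40. Hand1 stood at 376.5 to 436.7 CPM in the untreated libraries, 178.4 to 187.6 with DMSO at 48 h and 363.2 to 382.4 with dTAG-13 at 48 h. With dTAG-13 it thus stayed near the untreated level, while it fell with DMSO. The genes called numbered 621 higher and 430 lower at 1 h, 1238 and 1241 at 6 h, 1467 and 1503 at 12 h, 3276 and 3366 at 24 h and 4310 and 4256 at 48 h. At 1 h Spry4 (-0.49) and Dusp6 (-0.39) were lower and Egr1 (0.55) higher, and 204 of the 621 higher genes were predicted genes. Single libraries moved the early counts, and of 1051 genes at 1 h, 383 were called without Untreated replicate 3, 606, 642 and 644 without DMSO 1 h replicates 2, 1 and 3, and 1233 and 1039 without Untreated replicates 1 and 2. Without Untreated replicate 3 the 2479 genes at 6 h became 1507 and the 2970 at 12 h became 1829. Without the low-count filter the 1 h calls were 517 higher and 861 lower, and after thinning 331 and 347, so the higher genes made up 37.5% and 48.8% of the calls against 59.1%.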

Values the study reported

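The study reported that 74.4% of the genes misregulated after Eomes depletion were also misregulated by BRGi at 48 h.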

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

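In this part, the test of reads from the antisense gene was chosen before its result was seen, and the scaling checks and the other splits of the libraries were chosen afterwards. Each gene is here because a treatment's effect against DMSO of the same hour differed between 6 and 48 h in edgeR's test.

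The dTAG-13 effect differed between the hours in 2637 genes. The effect at 48 h minus that at 6 h, on the log2 scale, was most negative among the panel genes for the matrix genes Col27a1 (-2.11) and Lama3 (-1.93), followed by Nr0b1 (-1.75) and Duox2 (-1.69). Smaller were Serpinb8 (-0.64), Sox2 (-0.84), Elf5 (-0.8), Fgfr1 (-0.72), Pou3f1 (-0.65), Tfap2c (-0.53), Id2 (-0.52), Cdx2 (-0.45), Ets2 (-0.32), Cdh1 (-0.2), Zfpm1 (-0.19) and Esrrb (-0.17). For Eomes the difference was -0.18, which is a smaller rise at 48 h than at 6 h. The effect was more positive at 48 h for Col4a1 (0.66), Hand1 (0.6), Cited1 (0.4), Actg1 (0.28), Actb (0.25) and Gata3 (0.23).

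The BRGi effect differed in 7855 genes. It was more negative at 48 h for Nr0b1 (-5.11), Mmp9 (-5.1), Duox2 (-2.7), Sox2 (-1.71), Id2 (-1.48), Tfap2c (-1.17), Cdx2 (-1.09), Gata3 (-0.96), Zfpm1 (-0.94), Cited1 (-0.82), Esrrb (-0.73), Elf5 (-0.5), Cdh1 (-0.44), Pou3f1 (-0.25) and Eomes (-0.18). It was more positive at 48 h for Serpinb8 (2.49), Hand1 (1.88), Lama3 (1.12), Col7a1 (1.09), Cited2 (0.87), Lama1 (0.82), Lamb1 (0.82), Col27a1 (0.6), Col4a1 (0.57), Klf6 (0.46), Actg1 (0.44), Actb (0.39), Fgfr1 (0.36), Meis1 (0.3) and Ets2 (0.21). For Serpinb8, Lama3 and Col27a1 the dTAG-13 effect was thus more negative and the BRGi effect smaller at 48 h than at 6 h. The hours between did not follow a steady course, since the BRGi effect was largest at 12 h for Lama3 (-2.69) and Col27a1 (-1.92), and the dTAG-13 effect of Serpinb8 was larger at 24 h (-2.93) than at 48 h (-2.42).

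Other splits of the 12 libraries behind each difference were drawn 50 times. With libraries exchanged freely, 6 splits gave at least the 2637 genes of dTAG-13 (highest other 6091), and with treated and DMSO libraries exchanged within an hour 7 did (highest other 3640). For BRGi, 1 split, the real one, reached 7855 genes when libraries were exchanged freely (highest other 6603), and 2 did within an hour (highest other 8233), a share under 0.05. Neither kind of split keeps the treatment effects while removing their difference between hours, so chance stays undecided for both counts. Free splits that mix hours carry the difference between hours, and splits within an hour that keep or swap all labels of 48 h carry the treatment effect of that hour, so high counts of either kind can come from real structure.

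The rise of the Eomes transcript after loss of its protein, against its fall with BRGi, is the pattern most open to follow-up. The choice of scaling does not account for the rise, since 8 of 8 values under DESeq2 size factors or total counts kept sign and call with dTAG-13, as did 6 of 6 with BRGi at 6, 24 and 48 h. At 12 h of BRGi 1 of 2 did, because total counts moved the log2 fold change from -0.13 to -0.08 (adjusted p = 0.0762), so scaling stays open there. All TMM factors lay between 0.97 and 1.04, so this check could move the values only little. It cannot detect a change in the total RNA per cell. The change of the antisense gene Gm33460 was -0.0897% of the change of Eomes with dTAG-13 at 48 h, which argues against its reads as the source. A candidate explanation that stays untested is that Eomes protein represses its own gene and that BAF activity is needed for its transcription, and an effect of dTAG-13 apart from the loss of Eomes was not separated from it, since no cells without the tag were treated.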

How the results depend on the processing

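The thinned libraries and the fit without dTAG-13 12 h replicate 2 were chosen after the data were seen. With each of the 6 libraries of dTAG-13 against DMSO at 12 h left out in turn, that replicate included, 478 to 575 genes were changed at least 1.5-fold, against 526. No call of a single named gene or list and no correlation turned to the opposite direction under any alternative run. The balance of higher and lower calls did turn in some comparisons, as for DMSO at 1 h against untreated cells without the low-count filter (517 higher and 861 lower) and after thinning (331 and 347), and for BRGi at 1 h with total counts (591 and 898). The cause of the shifts below was not tested, except where fewer genes, fewer libraries or a stricter threshold are part of the setting. For DMSO against untreated cells the total of genes was followed, and its higher and lower parts moved further in places, such as 351 higher genes at 1 h with DESeq2 on all libraries and 936 at 12 h after thinning. Other totals, shares and correlations not listed stayed within 1.5 times, or moved by less than the jackknife error, and DESeq2 size factors, total counts and the replicate block moved no count or share past that limit. With 3 libraries per group, small changes are often missed, as the simulated counts showed.

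At an adjusted p under 0.01, dTAG-13 gave 388 lower genes at 6 h and 738 higher genes at 12 h, BRGi at 1 h 468 higher and 391 lower, DMSO against untreated 441 genes at 1 h, 1298 at 6 h and 1627 at 12 h, and the change of the dTAG-13 effect 1680 genes. The share of dTAG-13 genes also called with BRGi was then 74.43% at 24 h and 73.76% at 48 h, and the same direction held for 56.17% and 68.38%. With DESeq2 on the compared groups alone, dTAG-13 gave 502 higher and 542 lower genes at 12 h, 320 of that hour changed at least 1.5-fold, and 1250 and 1640 higher genes at 24 and 48 h. BRGi at 1 h gave 427 higher and 281 lower, and DMSO against untreated 353 genes at 1 h, 1032 at 6 h, 1376 at 12 h and 4419 at 24 h. The correlation of the treatments was 0.08455 at 6 h, 0.1746 at 24 h and 0.3449 at 48 h, the shared part 84% at 12 h, 74.06% at 24 h and 73.83% at 48 h, and the same direction 69.73% at 48 h.

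With edgeR fitted to the compared groups alone, dTAG-13 at 12 h gave 649 higher and 737 lower genes, the correlation was 0.1048 at 6 h, 0.1992 at 24 h and 0.3347 at 48 h, the shared part 86.55% at 12 h and 78.46% at 24 h, and the same direction 57.79% at 24 h. Tested against a 1.5-fold change with glmTreat, dTAG-13 changed 48, 157, 476 and 835 genes at 6, 12, 24 and 48 h. Thinned to the smallest library, DMSO against untreated gave 678 genes at 1 h and 1479 at 6 h, the correlation was 0.1692 at 6 h and 0.1432 at 24 h, and the shared part 75.24% at 12 h and 75.07% at 24 h. Among dTAG-13 genes changed at least 1.5-fold the shared part was 72.69% at 6 h and 73.85% at 24 h, and the same direction 57.87%, 67.15%, 60.47% and 71.31% from 6 to 48 h.

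Without the low-count filter the correlations were 0.3137, 0.34, 0.2821 and 0.3662 from 6 to 48 h, the shared part 75.3% at 24 h and 76.64% at 48 h, and the same direction 68.07% at 48 h. With a minimum mean of 1 CPM the correlation was 0.07122 at 6 h and 0.1323 at 24 h and the shared part 78.32% at 24 h. DESeq2 on all 45 libraries gave correlations of 0.08175 at 6 h, 0.1241 at 24 h and 0.3027 at 48 h, a shared part of 75.49% at 24 h and 75.76% at 48 h, and 68.04% with the same direction at 48 h. Setting dTAG-13 at 24 h against BRGi at 48 h, the shared part was 79.59%, and dTAG-13 at 48 h against BRGi at 24 h gave 74.09%, 57.21% with the same direction and a correlation of 0.1255. PC1 held 51.65% of the variance of 2000 genes and 42.06% of all tested genes. With an estimated correlation 53 of the 84 gene list calls of the treatments remained, and 31 were lost.

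Leaving out 1 library at a time, the correlation of the treatments ran from 0.106 to 0.225 at 6 h, 0.08282 to 0.2531 at 12 h, 0.07264 to 0.1584 at 24 h and 0.2223 to 0.2922 at 48 h. The shared part ran from 76.36% to 82.21%, 75.33% to 81.51%, 74.32% to 78.22% and 74.26% to 79.54% over those hours, and the same direction from 46.51% to 50.46% at 6 h, 54% to 56.76% at 12 h and 66.14% to 69% at 48 h. DMSO against untreated gave 383 to 1233 genes at 1 h, 1507 to 2438 at 6 h and 1829 to 2863 at 12 h, the genes lower with BRGi at 1 h numbered 435 to 686, and PC1 held 64.88% to 68.58%.

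Among single named genes, calls were lost in 77 cases with DESeq2 on the compared groups, 64 at an adjusted p under 0.01, 41 after thinning, 25 with DESeq2 on all libraries, 17 without the filter, 15 with the compared groups alone, 8 with total counts, 2 with the replicate block, 1 with a minimum mean of 1 CPM and 268 over all fits without 1 library. Calls were gained in 11 cases without 1 library, 5 with the compared groups alone, 3 each with DESeq2 on those groups, without the filter and with total counts, and 2 after thinning. Of gene list calls, 14 were lost and 12 gained over all fits without 1 library. With replicate number as a block, for example, dTAG-13 at 48 h gave 2735 higher and 2631 lower genes against 2719 and 2627, and 85 list calls against 84. Only 17 of 45 libraries correlated best with a library of their own number, and 2 of 315 same-numbered pairs had a correlation of deviations over 0.1, so the numbers were treated as names only.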

Other observations

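In this part, the pair of tests on changes shared by the 1 h cultures was chosen before its result was seen, and the list tests of DMSO against untreated cells were planned. The depth, single library and covariance tests, the other splits and the histone and predicted gene classes were chosen afterwards.

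Of the imprinted growth genes 12 were higher and 2 lower at 48 h of DMSO than in untreated cells (the same numbers adjusted over the list alone, adjusted p = 4.84e-05, adjusted p = 0.0641 with an estimated correlation), among them Phlda2 (1.76), Peg3 (0.83) and Igf2r (0.59). The FGF and ERK list gave 4 higher and 7 lower at 48 h (the same numbers adjusted over the list alone, adjusted p = 0.0121, adjusted p = 0.295 with an estimated correlation), with Fosl1 (-2.14) (antisense overlap), Phlda1 (-1.28) (antisense overlap) and Dusp5 (-1.12) (antisense overlap) lower. At 24 h the maintenance list gave 14 higher and 1 lower (16 and 1 adjusted over the list alone, adjusted p = 0.000809, adjusted p = 0.184 with an estimated correlation), including Duox2 (0.63) and Pou3f1 (0.58). Ndrg1 was higher in DMSO at 48 h than in untreated cells (1.21) and lower with dTAG-13 than with DMSO (-1.23). The DMSO 48 h libraries enter both with opposite signs, so they can add to the mirrored change, which was not measured.

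Of 62 histone genes of the replication-dependent clusters, 57 were lower at 1 h of DMSO than in untreated cells (median -0.62), 55 were higher with BRGi at 1 h (0.67), 55 were lower with BRGi at 12 h (-0.57) and 32 were lower with BRGi at 48 h (51.6% against 34.5% of other genes). At 6 and 24 h of BRGi 15 were lower (24.2% against 27.7% and 31.8% of other genes), and with dTAG-13 at 48 h 10 were (16.1% against 17.6%). The DMSO 1 h libraries enter both 1 h comparisons with opposite signs, and the medians nearly cancel, so the rise with BRGi at 1 h need not be an effect of BRGi. Of 1930 predicted genes, 204 were higher at 1 h of DMSO than in untreated cells, or 10.6% against 3.21% of other genes. The smallest adjusted p of that comparison belonged to 9130230L23Rik, which rose from 4.51 ± 0.467 to 15.7 ± 1.05 CPM (adjusted p = 8.07e-12). Their cause was not tested.

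The 1051 genes that differ between DMSO at 1 h and untreated cells form the second pattern weighed. Depth is not the whole cause, since 678 genes were called after all libraries were thinned to the smallest. The higher calls went from 621 to 331 and the lower from 430 to 347, so depth may bear on part of them. A single library is not the whole cause either, since at least 383 were called whichever library was left out. A change shared by the cultures taken at 1 h, such as handling or medium, may account for the higher genes, because in BRGi 1 h against DMSO 6 h, which holds none of the libraries compared, the 621 higher genes had a median of 0.315 (85.2% above 0). For the 430 lower genes the median was -0.0592, which leaves that explanation open for them. BRGi at 1 h was also less deep than DMSO at 6 h (means of 9.61 and 12.97 M), as DMSO at 1 h was against untreated cells. This comparison therefore does not separate a shared 1 h change from depth. No biological explanation was tested, as the labels give no harvest time for the untreated cultures.

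The third pattern is the covariance of the fold changes of dTAG-13 and BRGi beyond that of simulated unchanged groups that shared simulated DMSO libraries. The difference was 0.00404 at 6 h, 0.0262 at 12 h, 0.0259 at 24 h and 0.171 at 48 h, and the covariance was above the highest of 20 simulations at each hour. At 6 h it was close to that highest value (0.0329 against 0.0315) and less than 3 SD above the simulated mean, so the shared libraries stay open as its source there. At the later hours, noise independent between genes in shared controls did not reach the covariance. Shifts of the real DMSO libraries common to many genes were not simulated, so they stay open at each hour. A response common to both treatments is a candidate explanation for the later hours, and a general response to slower growth or changed cell state, rather than joint action of Eomes and BAF on a gene, was not separated from it.

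For each comparison of 3 libraries with 3, 1 of 10 splits, the real one, gave the real number of genes, and 10 splits are too few for a share under 0.05. The real count and the highest of the other splits were 1510 and 2, 2383 and 11, 3762 and 0, and 5346 and 0 for dTAG-13 from 6 to 48 h, and 1450 and 2, 8120 and 0, 9397 and 0, 9468 and 0, and 10154 and 3 for BRGi from 1 to 48 h. They were 1051 and 1, 2479 and 9, 2970 and 1, 6642 and 0, and 8566 and 1 for DMSO against untreated from 1 to 48 h, and 8189 and 0, 9378 and 195, 9460 and 0, and 10152 and 1 for dTAG-13 against BRGi from 6 to 48 h.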
